A study of Mus musculus with 8 samples. Its data were reported in "Integrative analysis of RUNX1 downstream pathways and target genes" (2008).

How the data were processed

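Total RNA of mouse embryo propers, with Runx1 intact or knocked out, collected at embryonic days 8.5 and 12, was measured on 8 Affymetrix whole-genome mouse expression arrays with 1 colour. Each of the 4 groups (2 stages, each in wild type and knockout) had 2 arrays. The mice were kept on a BALB/c background. RNA was extracted with Trizol and amplified before labelling. The authors background-corrected, normalized and summarized the probe intensities per probe set with Robust Multi-array Analysis, and the deposited values are intensities on the linear scale. Whether the 8 arrays were normalized together, the software version and detection calls are not given in the sources used here. The upper end of the distribution differed between stages, with a 99th percentile of 12.2 to 12.3 (log2) at E8.5 and 10.5 to 11.1 at E12, so levels set across stages rest on a scaling that is not known. The study describes the replicates as biological ones, and the labels do not say whether RNA of several embryos was combined for an array. The p-values measure the spread between these samples. The number of arrays limits the precision.

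The log2 of each deposited intensity was taken with no pseudocount. Of 45101 probe sets, 64 control probe sets were left out and 45037 were tested, with no filter on dim probe sets. Gene symbols came from the platform annotation, updated through a RefSeq gene table (assembly GRCm38.p6) that was used only for names. By this route 34945 probe sets had 1 gene symbol, 932 had several and were not named, and 9160 had no gene named here. Together they covered 18193 genes. Where 1 probe set stood for a gene, it was the one with the highest mean over all 8 arrays.

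Differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with 1 mean per group and all 8 arrays in 1 fit, so that the groups shared 1 estimate of the spread. Contrasts were the knockout difference at each stage, its average, its difference between stages, and E12 against E8.5 in each genotype. A probe set was called at a Benjamini-Hochberg adjusted p below 0.05 over all probe sets tested. The threshold stated in the study's methods, an absolute moderated t above 3, was applied as a second result and is not corrected for the number of tests. The 27 gene lists, the naming rule and most alternatives were fixed before the data were examined. Lists were tested with camera at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the lists, and again with the correlation estimated from the data. The estimated correlation was 0.0058 for haem and iron genes and 0.0090 for stem and progenitor genes, below the preset. For these lists a higher correlation therefore did not cause the loss of a call, and the cause was not tested. The lists covered red cells, megakaryocytes and platelets, blood stem and progenitor cells, macrophages and granulocytes, endothelium, yolk sac endoderm and fetal liver, trophoblast, maternal decidua, neural tissue, neural crest, somite and muscle, heart, cartilage, hypoxia, p53 and DNA damage, DNA repair, cell cycle, tubulin, immediate early and heat shock genes, interferon and antigen presentation, haem and iron, metallothionein, sex-linked genes, published RUNX1 targets, 2 lists the study chose partly on these samples, and the RUNX family with its partners.

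The genes named were the first 10 higher and the first 10 lower by absolute log2 difference in each knockout comparison, among those with both knockout arrays on one side of both wild-type arrays, a separation that chance alone gives in 33.3% of probe sets. Called genes came first and places were filled from those past the study's threshold. The first 5 each way were taken for the difference between stages and the first 10 each way for each stage comparison. From each list came the members past either threshold, up to 4 per stage, or else the 2 with the highest absolute t. Runx1, all members of both lists chosen by the study, Xist and the Y-linked genes were added. Genes named outside this rule are said to be so.

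The fit was tested on simulated data for the 45037 probe sets, 10 times per setting. With the same spread at both stages, 5.56% of E8.5 calls and 6.43% of E12 calls were false. The measured spread was not the same: the mean residual variance was 0.215 at E8.5 and 0.0735 at E12, a ratio of 2.92. It also differed between genotypes. The SD over probe sets of the difference between replicates was 0.833 in wild type and 0.403 in knockout at E8.5, and 0.490 and 0.227 at E12. The simulations varied the spread by stage and not by genotype, so their false-call shares do not cover that inequality. With each stage given its own measured spread, the fit over all arrays made false calls in 48.0% of E8.5 calls and 2.08% of E12 calls, and each stage fitted alone gave 5.48% and 9.42%. With 1 spread per probe set scaled by a factor per stage, the fit over all arrays gave 22.6% and 0.613%, and each stage alone 5.27% and 5.40%. In the simulations with spread unequal between stages, the fit over all arrays was therefore too liberal at E8.5 and strict at E12. The measured E8.5 data had 929 probe sets past an absolute t of 3, fewer than the unchanged ones in these simulations, given below. Whether the fit is too liberal for the measured E8.5 data is therefore not settled. The fit over all arrays was kept because it was fixed in advance. The simulation with own spreads came first. Those with equal and scaled spread, the simulated fit of each stage alone and the alternative with 1 weight per stage were added after it had shown many false calls. In the simulation with own spreads, a log2 change of 1 was called in 18.5% of cases at E8.5 and 8.21% at E12, a change of 2 in 89.4% and 84.9%, and a change of 4 in 97.6% at each stage. On average 1601 unchanged probe sets at E8.5 and 375 at E12 lay past an absolute t of 3, and 2058 and 198 with scaled spread. For lists of simulated independent genes, camera called 3 of 270 unchanged lists at E8.5 and 0 of 270 at E12.

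Alternatives were each stage fitted alone, the replicate number as a block, quantile normalization, median centring, a filter on dim probe sets, a variance trend with robust moderation, array weights, a pseudocount of 16, each array left out in turn, 3 other list tests and the mean of a gene's probe sets.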

Results

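Gene expression was profiled in whole mouse embryo propers that lacked Runx1, a transcription factor needed for definitive blood formation, and in wild-type embryos. There were 2 wild-type and 2 knockout arrays at each of embryonic days 8.5 (E8.5) and 12 (E12). Median log2 intensity per array was 4.96 to 5.01 at E8.5 and 5.16 to 5.20 at E12. Across probe sets, the wild-type arrays correlated with each other at r = 0.927 at E8.5 and 0.965 at E12, and the knockout arrays at 0.983 and 0.992. Probe sets are not independent replicates.

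The disrupted gene was examined first. None of the 6 Runx1 probe sets was lower in the E8.5 knockout. The brightest read 6.05 ± 0.15 in wild type and 6.63 ± 0.32 in knockout at E8.5, and 6.72 ± 0.47 and 6.98 ± 0.16 at E12 (SD, n = 2). The differences were 0.58 (SE 0.28) and 0.26 (SE 0.28). At E12, 3 of the 6 probe sets were lower, and leaving out wild type replicate 2 turned the difference of the brightest to -0.076. Another probe set was higher in the E8.5 knockout by 1.03 (SE 0.17, limma adjusted p = 0.843). Where these probes lie relative to the disrupted part of the gene is not known here, so the values check nothing about the genotype labels.

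The embryos differed in sex. Xist, the RNA that coats the inactive X chromosome, read 11.5 in E8.5 wild type replicate 1 and 10.3 in E12 knockout replicate 2, and between 5.12 and 6.25 in the other arrays. The Y-linked Eif2s3y read 2.60 and 2.68 in the same arrays and between 6.30 and 9.05 in the others. Kdm5d, also Y-linked, read 2.75 and 3.57 there and 4.86 to 6.20 elsewhere, and Uty 4.43 and 5.10 there and 5.31 to 6.53 elsewhere. Zfy2, Usp9y, Sry and Tsix did not separate these arrays from the others. The poly-A controls averaged 11.97 (log2) in E8.5 wild type replicate 2 and 6.12 to 8.12 in the other E8.5 arrays. The hybridization controls averaged 11.15 in that array and 10.13 to 10.39 in the other E8.5 arrays. It also stood apart for red-cell genes, as given below, and a link was not tested. The 3' minus 5' log2 difference of the actin control in replicates 1 and 2 was 1.48 and 2.61 in E8.5 wild type and 1.56 and 2.50 in E8.5 knockout. At E12 it was 1.84 and 1.43 in wild type and 1.69 and 1.45 in knockout. That of GAPDH was higher in replicate 2 than in replicate 1 of all 4 groups, at 2.25 and 2.56 in E8.5 wild type, 2.16 and 2.65 in E8.5 knockout, 2.20 and 2.57 in E12 wild type and 2.38 and 2.65 in E12 knockout.

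At E12, genes of platelets and their precursors and of macrophages were lower in the knockout embryos. Pf4, a chemokine stored in platelet granules, was 10.55 ± 0.34 in wild type and 4.84 ± 0.035 in knockout (log2, SD, n = 2). It fell by 5.71 (SE 0.20, limma adjusted p = 0.00176), to a level near the 5.17 ± 0.13 of E8.5 wild type. Ctss, a lysosomal protease of macrophages, fell by 3.29 (SE 0.15, adjusted p = 0.00537). Ppbp, another platelet chemokine, fell by 3.34 (adjusted p = 0.0325), and Tubb1, the tubulin of platelets, fell by 2.95 (adjusted p = 0.0327). Lyz1, a lysozyme, fell by 3.41 (adjusted p = 0.0335), and 2 of its 3 probe sets had this sign. Sla, a signalling adaptor of blood cells that was named after its values were seen, fell by 2.57 (adjusted p = 0.0325). These 6 probe sets, all lower in knockout, were the ones called of 45037. With the replicate number, which also separates the GAPDH readings, as a block, limma called 0 at E12. At an unadjusted p below 0.05 there were 1009, against 713 without the block. With the block the limma adjusted p was 0.0502 for Pf4, 0.147 for Ctss, Ppbp, Tubb1 and Sla and 0.156 for Lyz1. Within the arrays numbered 1 and 2, Pf4 was lower by -5.44 and -5.97 and Ctss by -3.36 and -3.21. Leaving out either E8.5 wild-type array gave 12 calls, either E8.5 knockout array or either E12 wild-type array gave 1, and either E12 knockout array gave 0. Without knockout replicate 1 or 2, Pf4 was lower by -5.73 and -5.68, with adjusted p = 0.109 and 0.114.

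**Figure D1:**
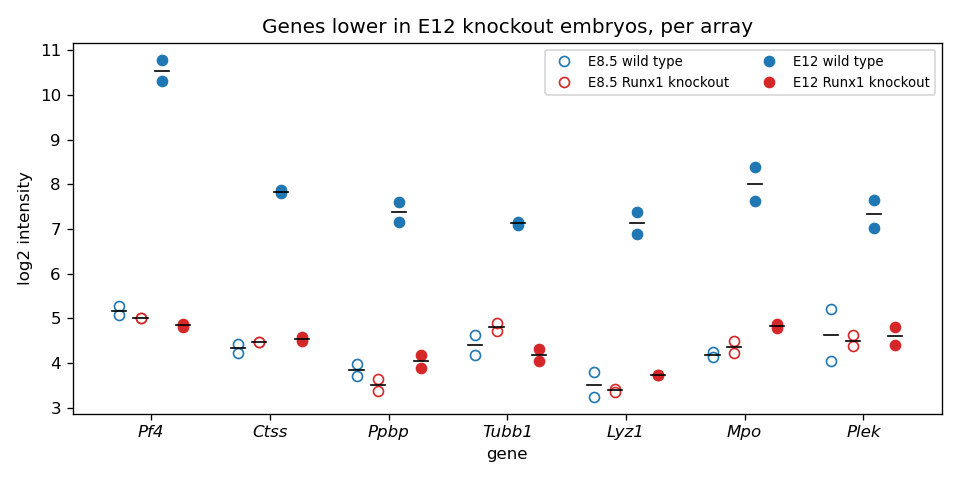
Log2 intensity of 7 genes lower in E12 knockout embryos. Each point is 1 array and each black bar the mean of 2 arrays, with open symbols for E8.5, filled symbols for E12, blue for wild type and red for knockout. Pf4 lies at 10.31 and 10.79 in the E12 wild-type arrays and at 4.86 and 4.82 in the E12 knockout arrays. Mpo and Plek did not pass the adjusted threshold.

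Of 27 measured megakaryocyte and platelet genes, 26 were lower in the E12 knockout, 9 of them past an absolute t of 3, and the list fell (mean log2 difference -1.22, camera adjusted p = 1.1e-33, and adjusted p = 0.0190 with an estimated correlation). Among its members, 3 were called over all genes tested and 9 when adjusted over the list alone. Plek, a platelet and white-cell signalling protein, differed by -2.73 (SE 0.41, adjusted p = 0.699). Of 49 macrophage and granulocyte genes, 41 were lower, 21 of them past an absolute t of 3, and the list fell (mean -0.83, adjusted p = 9.1e-38). The call was lost with an estimated correlation, at adjusted p = 0.0768. There were 2 members called over all genes tested and 21 adjusted over the list alone. Mpo, the peroxidase of granulocyte precursors, differed by -3.18 (SE 0.26, adjusted p = 0.0553), and the immunoglobulin receptor Fcgr3 by -2.17. Plek belongs to both lists. Other named genes lower at E12, none called, were Fermt3 (-3.68), an integrin activator of blood cells, Ccnb1ip1 (-2.65) and Tnfaip2 (-2.17), for which 2 of 3 probe sets had this sign.

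Red-cell genes also fell as a list at E12. Of 29 measured, 25 were lower and 4 passed an absolute t of 3 (mean -0.57, adjusted p = 3.08e-11, and adjusted p = 0.279 with an estimated correlation). Wild type replicate 2 stood 0.55 above the stage mean for this list, beside 0.017 in wild type replicate 1 and -0.33 and -0.24 in knockout, and without it the mean was -0.30 (adjusted p = 0.0332). None was called over all genes tested and 3 were adjusted over the list alone. The members past that threshold were Gata1 (-1.54), the master regulator of red-cell and megakaryocyte development, the adult beta globin Hbb-b2 (-0.88), Icam4 (-1.07, and -0.70 without wild type replicate 2) and Cpox (-1.12), an enzyme of haem synthesis. Haem and iron genes fell as a list (24 of 26 lower, mean -0.39, adjusted p = 8.37e-07, and adjusted p = 0.0727 with an estimated correlation). Besides Cpox they included Steap3 (-1.51), Tfr2 (-0.70) and Slc25a38 (-0.71), which act in iron uptake and haem supply. The call was lost without wild type replicate 2 (mean -0.25, adjusted p = 0.0742). Of 25 stem and progenitor genes, 19 were lower (mean -0.42, adjusted p = 0.000309, and adjusted p = 0.110 with an estimated correlation). Lmo2 (-1.36) and Myb (-1.37), regulators of early blood cells, passed an absolute t of 3. No member of these last 2 lists was called, over all genes or adjusted over the list alone.

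Published RUNX1 targets fell as a list at E12 (19 of 24 lower, mean -0.64, adjusted p = 6.53e-08, and adjusted p = 0.171 with an estimated correlation). Pf4, Mpo, Itga2b (-1.91), an integrin of megakaryocytes, and Myb passed an absolute t of 3. Mpo and Myb are also in a list the study chose partly on these samples, so the published targets are not fully independent evidence either. There was 1 member called over all genes tested and 3 adjusted over the list alone. Neural genes rose slightly (mean 0.25, 23 of 32 higher, adjusted p = 0.000616, and adjusted p = 0.336 with an estimated correlation), with Dlx1 at 0.42 and Snap25 at 0.86. Heart genes fell (mean -0.30, 20 of 23 lower, adjusted p = 0.00175, and adjusted p = 0.475 with an estimated correlation), with Nkx2-5 at -0.51 and Nppa at -0.69. Without wild type replicate 1 both calls were lost (adjusted p = 0.279, means 0.071 for neural and -0.16 for heart), and without knockout replicate 1 the heart call was lost (0.245, mean -0.16). The neural mean was 0.42 without wild type replicate 2. Snap25 was at 0.20 and 1.51 without wild type replicates 1 and 2, and Nppa at -0.033 and -1.36 without knockout replicates 1 and 2. No member of either list was called, over all genes or adjusted over the list alone.

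Genes higher in the E12 knockout were modest and none was called. Pigp, a component of the enzyme that starts membrane anchor synthesis, was higher by 1.46 (SE 0.26, adjusted p = 1.000). Lin7a (1.19), 5530601H04Rik (1.18), Zfp58 (1.12), Gpm6a (1.01), Epha3 (0.97), Cep290 (0.95), Fap (0.94), Tex15 (0.89) and Pdp1 (0.83) followed. Leaving out wild type replicate 1 gave 0.71 for Lin7a, 0.78 for 5530601H04Rik, 0.74 for Zfp58, 0.66 for Gpm6a, 0.58 for Epha3, 0.60 for Cep290 and 0.50 for Fap and for Pdp1. At E12, 713 probe sets had an unadjusted p below 0.05, where 2252 would be expected by chance. At the study's threshold, 295 probe sets of 246 genes differed at E12, 213 lower (72.2%) and 82 higher, where 975 would be expected by chance. Wild-type arrays decided the direction: without wild type replicate 2 there were 2131, of which 22.8% were lower, and without wild type replicate 1 there were 445, of which 50.3% were lower. Leaving out knockout replicates 1 and 2 gave 138 and 129, and either E8.5 wild-type array gave 510. Simulated unchanged embryos gave 375 such probe sets with each probe set's own spread per stage, and 198 with 1 spread scaled per stage.

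At E8.5 no probe set was called with limma (lowest adjusted p = 0.843), and 2132 had an unadjusted p below 0.05, where 2252 would be expected by chance. Every alternative that kept all arrays also called 0. Fabp7, a fatty acid binding protein of neural progenitors, read 7.14 ± 0.18 in knockout and 3.58 ± 0.80 in wild type (SD, n = 2), a difference of 3.57 (SE 0.52, adjusted p = 0.843). Pou5f1, a pluripotency factor, was higher by 2.52 (SE 0.41). Irx5 (2.39), Myl7 (2.15), the atrial myosin light chain, Tspan6 (2.04), Sh3gl3 (1.99), Bmp5 (1.88), Kdm7a (1.84), Tdo2 (1.74) and Has2 (1.68) followed. Anxa1 was lower by -3.53 (SE 1.13), and its wild-type arrays read 10.05 and 6.03. Exoc3l4 (-3.02), the red-cell protein gene Ermap (-2.52), Rapgef3 (-2.31), Crim1 (-2.02), Parp4 (-2.00), the imprinted gene Peg10 (-1.90), Ptpre (-1.90), Plec (-1.89) and Ifi35 (-1.85) were also lower. These genes lay past the study's threshold, none past the adjusted one. The differences without wild type replicate 1 were 1.51 for Irx5, 1.09 for Myl7, 1.07 for Tspan6, 0.89 for Has2, -1.52 for Anxa1, -1.58 for Exoc3l4, -1.09 for Crim1 and -1.21 for Ptpre. They were -5.54 for Anxa1 and -1.30 for Ermap without wild type replicate 2, and without knockout replicate 2 Irx5 was at 1.56. Of 5 Kdm7a probe sets, 3 had this sign. At the study's threshold 929 probe sets of 691 genes differed, 532 lower (57.3%) and 397 higher, where 975 would be expected by chance. Simulated unchanged embryos gave 1601 with own spreads and 2058 with scaled ones. The lower share was 46.7% after quantile normalization, 47.1% with each stage fitted alone, 48.9% without knockout replicate 1 and 48.5% without either E12 wild-type array. The wild-type arrays decided these counts: without wild type replicate 1 there were 3 calls and 3174 probe sets past an absolute t of 3, and without wild type replicate 2 there were 1942 and 4719. Leaving out either E12 wild-type array gave 1408 past that threshold. In those fits a lone array is taken to vary like the other groups.

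Several lists passed the camera test at E8.5, and all 10 calls were lost with an estimated correlation (adjusted p = 0.620 for each). For haem and iron genes that correlation was 0.0058, below the preset 0.01, so a higher correlation did not cause that loss. The number of lists called was 3 without wild type replicate 1 and 6 without knockout replicate 2. No member was called over all genes tested. Red-cell genes fell (29 of 29 lower, mean -0.72, adjusted p = 1.04e-05), but wild type replicate 2 alone stood above the stage mean for this list, by 0.95, beside -0.23 in wild type replicate 1 and -0.32 and -0.40 in knockout. Without wild type replicate 2 the mean was -0.13 and the adjusted p 0.479, and without replicate 1 the mean was -1.31. Trophoblast and placenta genes fell (16 of 17 lower, mean -1.42, adjusted p = 7.1e-05), and wild type replicate 1, the array with the high Xist reading, stood 2.32 above the stage mean, beside -0.90, -0.39 and -1.03 in the other arrays. Without that array the direction turned, to a mean of 0.19 at adjusted p = 0.947, and without wild type replicate 2 the mean was -3.03. Peg10 was the member past an absolute t of 3, and 1 member was called adjusted over the list alone. Immediate early and heat shock genes fell (24 of 28 lower, mean -0.67, adjusted p = 0.000447), with Jund at -0.63, Ccn2 at -0.90 and Egr2 at 1.05. They were 0.96 above the stage mean in wild type replicate 1 and between -0.30 and -0.36 elsewhere. Without that array the mean was -0.037 and the adjusted p 0.991, and without wild type replicate 2 the mean was -1.30. Ccn2 was at -0.53 without wild type replicate 1 and Egr2 at 0.64 without knockout replicate 1.

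**Figure D2:**
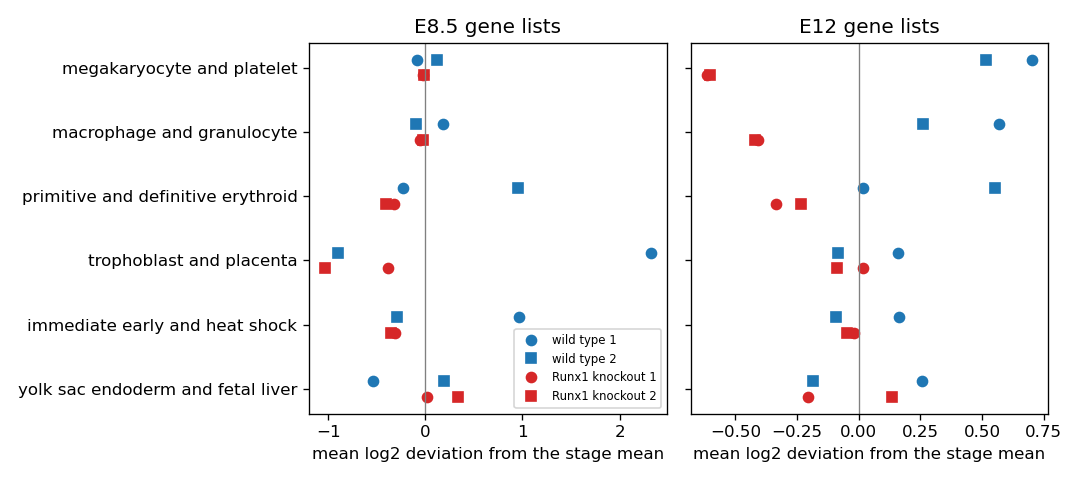
Mean log2 deviation from the mean of the 4 arrays of the stage (horizontal axis) for 6 gene lists, with 1 point per array, blue for wild type, red for knockout, circles for replicate 1 and squares for replicate 2. The horizontal axes of the panels differ. Trophoblast genes lie at 2.32 in E8.5 wild type replicate 1 and below 0 in the other E8.5 arrays, and megakaryocyte genes lie at 0.70 and 0.52 in E12 wild type and at -0.62 and -0.60 in E12 knockout.

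Heart genes rose at E8.5 (17 of 23 higher, mean 0.50, adjusted p = 0.000476), with Tbx20 at 1.54, Myl2 at 1.19, Tnni1 at 1.48 and Myl7 past an absolute t of 3 and 2 members called adjusted over the list alone. Genes of yolk sac endoderm and fetal liver rose (28 of 33 higher, mean 0.35, adjusted p = 0.000476), with the glucose transporter Slc2a2 at 1.12 and fibrinogen Fgg at 1.16. Neural genes rose (23 of 32 higher, mean 0.42, adjusted p = 0.00861), Fabp7 among them, with 1 member called adjusted over the list alone. Interferon and antigen presentation genes fell (21 of 27 lower, mean -0.30, adjusted p = 0.00181), with H2-D1 at -0.75, and haem and iron genes fell (20 of 26 lower, mean -0.39, adjusted p = 0.00620), with Alad at -1.27 and Steap3 at -1.46. Each of these 5 calls had adjusted p = 0.620 with an estimated correlation and was lost without wild type replicate 1, at adjusted p = 0.171 for heart, 0.991 for yolk sac endoderm, neural and interferon genes and 0.0754 for haem and iron. Their means without wild type replicates 1 and 2 were 0.21 and 0.78 for heart, -0.015 and 0.71 for yolk sac endoderm, 0.053 and 0.79 for neural, -0.055 and -0.55 for interferon and -0.36 and -0.41 for haem and iron genes, so the yolk sac endoderm mean turned without the first. For neural genes the direction of the test turned without wild type replicate 1, though their mean stayed positive. Haem and iron genes stood 0.22 and 0.17 above the stage mean in wild type and at -0.10 and -0.29 in knockout. The heart mean was 0.31 without knockout replicate 1 and the yolk sac endoderm mean 0.19 without knockout replicate 2. Tnni1 was at 0.83 and Fgg at 0.77 without wild type replicate 1, and without wild type replicate 2 Steap3 was at -0.86. Without knockout replicate 2 the adjusted p was 0.0842 for yolk sac endoderm, 0.110 for neural, 0.0545 for interferon and 0.0920 for haem and iron genes, with means of 0.32, -0.25 and -0.29 for the last 3.

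The other lists were not called. At E8.5 the adjusted p was 0.490 for megakaryocyte, 0.315 for stem and progenitor, 0.751 for macrophage, 0.663 for endothelial, 0.356 for decidua, 0.708 for neural crest, 0.101 for somite, 0.0865 for cartilage and 0.0924 for hypoxia genes. It was 0.751 for p53, 0.504 for DNA repair, 0.356 for cell cycle, 0.460 for tubulin and for metallothionein, 0.491 for sex-linked genes, 0.490 for published targets and 0.482 for the RUNX family. At E12 it was 0.213 for endothelial, 0.578 for yolk sac endoderm, 0.574 for trophoblast, 0.972 for decidua, 0.701 for neural crest, 0.275 for somite and for hypoxia, and 0.0649 for cartilage and for interferon genes. It was 0.769 for p53 and for tubulin, 0.574 for DNA repair, immediate early genes and the RUNX family, 0.598 for cell cycle, 0.219 for metallothionein and 0.675 for sex-linked genes. The median, mean and test differed in sign for megakaryocyte, endothelial and neural crest genes at E8.5, and for decidua, p53, DNA repair and cell cycle genes at E12. At E8.5, 1 endothelial gene was called adjusted over the list alone. Among members past an absolute t of 3 at E8.5 were Nr2f2, a regulator of vein identity (-1.16), the receptor Kdr (0.71) and Ramp2 (0.67). Cd34 (1.37), Fcgr3 (1.01), Tnnc1 (1.06), Col3a1 (-1.78), Cdt1 (-0.57), Stmn3 (0.999) and Map4 (-0.84) passed it at E8.5, and Emcn (0.63), Ephb4 (-0.47), Apoe (-1.10), Pdk1 (-0.66) and Tuba4a (-1.48) at E12. Cd34 was at 0.87 without E8.5 knockout replicate 1, Fcgr3 at 0.63 without E8.5 wild type replicate 2, Col3a1 at -1.06 without E8.5 knockout replicate 2 and Pdk1 at -0.42 without E12 knockout replicate 2.

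The study chose 2 lists partly on these samples, so their direction is not independent evidence. Of Csf1r, Myb, Mpo and Timp1, published targets, 3 were lower at each stage. The differences at E12 were -1.55, -1.37, -3.18 and 0.59 (list adjusted p = 1.62e-05, and adjusted p = 0.171 with an estimated correlation), with 0 members called over all genes tested and 2 adjusted over the list alone. The call was lost under the mean-rank test (adjusted p = 0.151). At E8.5 they were -1.65, -0.91, 0.18 and -1.05 (list adjusted p = 0.0344, and adjusted p = 0.620 with an estimated correlation), in the order Csf1r, Myb, Mpo and Timp1. That call was lost without E8.5 wild type replicate 1 (0.512), E8.5 knockout replicate 1 (0.236) or either E12 wild-type array (0.121), under the mean-rank test (0.0933) and with each stage fitted alone (0.127). Without E8.5 wild type replicates 1 and 2 its mean was -0.33 and -1.39, and without the first Csf1r, Myb and Timp1 were at -0.62, -0.58 and -0.34. Csf1r and Timp1 were at -2.675 and -1.77 without the second, and Myb at -0.26 and -1.55 without knockout replicates 1 and 2, where Mpo was at 0.31 and 0.047. The other list holds genes changed in both human datasets and in these embryos. It was tested without MT1G, a human gene of the study's list with no mouse gene of that name in the gene table used. Of the 15 genes tested, 11 were lower at E8.5 (adjusted p = 0.0390, and adjusted p = 0.620 with an estimated correlation), with Hspa4l at -1.001 and Anxa1 past an absolute t of 3. Basp1 (-0.87), Tgfbr3 (-0.50), Elf1 (-0.39), Itm2c (0.37), Ctsc (0.35), Cib1 (-0.40), Alas1 (-0.96), Ogt (-0.35), Pbx3 (0.42), Ppib (-0.12), Tacc1 (-0.080), Glo1 (0.036) and Ifrd1 (-0.036) did not pass it. Without wild type replicate 1 or knockout replicate 1 the list's adjusted p was 0.512 and 0.218, and it was 0.0716 under the mean-rank test, 0.113 with dim probe sets left out and 0.0610 with a pseudocount of 16. Its mean was -0.47, and -0.23 and -0.71 without wild type replicates 1 and 2 and -0.45 without knockout replicate 1. Leaving out wild type replicate 1 gave -0.50 for Basp1 and 0.54 for Ctsc and turned Alas1 (0.49), Ogt (0.022), Pbx3 (-0.81), Tacc1 (0.28), Glo1 (-0.053) and Ifrd1 (0.11). Ctsc was at 0.15 without wild type replicate 2. Leaving out knockout replicate 1 gave -0.084 for Cib1 and -0.27 for Tgfbr3 and turned Ppib (0.061) and Tacc1 (0.24), and leaving out knockout replicate 2 gave -0.72 for Cib1 and turned Pbx3 (-0.049) and Ifrd1 (0.14). At E12, 7 were lower and the list was not called (adjusted p = 0.574, with a median of 0.047 and a mean of -0.081). Ctsc, a protease of white cells, differed by -1.54 (SE 0.19, adjusted p = 0.352) and was called adjusted over the list alone, and the others lay between -0.51 for Cib1 and 0.65 for Ogt, which were at -0.27 and -0.058 without E12 wild type replicate 1.

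To ask whether the knockout acted alike at both stages, the differences were averaged and contrasted. Averaged over the stages, Pf4 alone was called (-2.94, SE 0.14, limma adjusted p = 0.0137), and 1963 probe sets had an unadjusted p below 0.05. Itgb3 (-3.31), Ermap (-1.89), Ppbp (-1.84), Csf1r (-1.60), Steap3 (-1.49), AI467606 (-1.43), Ifi35 (-1.34), Alad (-0.99) and Pfn1 (-0.96) were next among those lower at each stage. Among those higher were Tspan6 (1.42), Bmp5 (1.29), Kdm7a (1.27), Zc4h2 (1.20), Tenm2 (1.02, with this sign in 3 of 4 probe sets), Pigp (0.98), Mcoln3 (0.96), Hook1 (0.95), Cth (0.93) and Tdo2 (0.92). Without E8.5 wild type replicate 1 Itgb3 was at -2.18 and Tspan6 at 0.94, and without E12 wild type replicate 1 Hook1 was at 0.62 and Tenm2 at 0.66. With the replicate number as a block limma called 0 averaged and 0 for the difference between stages (lowest adjusted p = 0.239 and 0.321, with 2866 and 1182 at an unadjusted p below 0.05). The averaged comparison gave 1128 calls without E8.5 wild type replicate 2, 10 without E8.5 wild type replicate 1, and 0 without either E8.5 knockout array, E12 wild type replicate 2 or either E12 knockout array. The knockout difference itself differed between stages for Pf4 (-5.53, SE 0.28, adjusted p = 0.0202) and Ctss (-3.43, SE 0.21, adjusted p = 0.0381), each more negative at E12. Fermt3 (-3.84), Mpo (-3.35) and Tubb1 (-3.35), and in the other direction Parp4 (2.16), Hmgn5 (2.12), Nucb2 (2.03), Ptpre (1.80) and Peg10 (1.72), were not called, with Ptpre at 1.11 without E8.5 wild type replicate 1. This contrast gave 718 calls without E8.5 wild type replicate 2, 1 without E8.5 or E12 wild type replicate 1, and 0 without either E8.5 knockout array, E12 wild type replicate 2 or either E12 knockout array. At the study's threshold, 20 probe sets differed in the same direction at both stages, 14 lower and 6 higher, where independent lists would share 3.24. Another 3 differed in opposite directions, where 2.85 would be shared. Steap3, Tfr2, Ifi35, Pfn1 and Cdt1 were among the 14, chosen from them after their values were seen. Leaving out 1 array gave between 6 and 246, the latter without E12 wild type replicate 2, with 110 and 64 without E8.5 wild type replicates 2 and 1 and 7 and 6 without E12 knockout replicates 1 and 2.

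Differences between the stages far exceeded the knockout differences in number of genes. Stage coincided with array scaling, with a 99th percentile of 12.2 to 12.3 at E8.5 and 10.5 to 11.1 at E12. The hybridization controls averaged 10.13 to 11.15 at E8.5 and 8.93 to 9.69 at E12. The E8.5 arrays also read high for yolk sac genes, as given below. Development was therefore not separated from scaling or tissue content. From E8.5 to E12, single genes of neurons and of plasma proteins rose in both genotypes, while the list of yolk sac endoderm and fetal liver genes fell in wild type (adjusted p = 0.00620, and adjusted p = 0.591 with an estimated correlation). In wild type, Zic1, a regulator of the dorsal neural tube, rose by 6.20 (SE 0.40, limma adjusted p = 0.000824), Fabp7 by 5.89 and the neurofilament gene Nefm by 5.21. Albumin, Alb, rose by 5.75 and Serpina6, which carries glucocorticoids in plasma, by 5.44. Pf4 rose by 5.37 in wild type, and the remaining genes named there were 6330403K07Rik (5.19), Armc8 (5.13), S1pr3 (4.99) and Bcl11b (4.97). Of 5 Armc8 probe sets, 1 had this sign. In knockout, Zic1 rose by 6.66, Alb by 6.46, the red-cell gene Hemgn by 5.66, Serpina6 by 5.49, Col3a1 by 5.44, Dcx, a protein of migrating neurons, by 5.29, Myh3, the embryonic muscle myosin, by 5.19, Nefm by 5.07, Synpo by 4.95 and Bcl11b by 4.82. Cubn and Amn, which form the cobalamin receptor of yolk sac and kidney, fell in wild type (-9.04 and -6.75) and in knockout (-9.23 and -7.08). In wild type there were also falls in Trap1a (-8.22), the placental growth regulator Phlda2 (-7.37), the lipoprotein gene Apob (-6.77), the homeobox gene Rhox5 (-6.56), Car4 (-6.37), Lin28a (-6.30), a regulator of early stem cells, Sfmbt2 (-6.25) and Spink1 (-6.10). The first 10 lower genes in knockout were the same ones except that Slc2a2 (-6.51) stood in place of Sfmbt2.

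In all, 12525 probe sets were called between the stages in wild type, 5463 higher and 7062 lower (56.4%), and 11539 in knockout, 5208 higher and 6331 lower (54.9%). The lower share in wild type was 46.2% after quantile normalization and 70.5% after median centring, and in knockout 47.5% and 71.7%. Median centring moved the median of all probe sets to -0.20 in wild type and -0.18 in knockout, from -0.0070 and 0.029. Without E12 wild type replicate 1 the first count was 6122. Without E8.5 knockout replicates 1 and 2 the second was 5502 and 3534, and without E12 knockout replicates 1 and 2 it was 2323 and 2813. Among the lists in wild type, neural genes rose (32 of 32 higher, mean 2.17, adjusted p = 1.19e-10, and adjusted p = 0.226 with an estimated correlation), as did megakaryocyte genes (25 of 27 higher, mean 1.30, adjusted p = 6.96e-07, and adjusted p = 0.226 with an estimated correlation). Their means were 2.34 and 1.36 after quantile normalization. Relative to the median of all probe sets they were 2.18 and 1.30, which median centring cannot change. Genes of yolk sac endoderm and fetal liver fell (23 of 33 lower, mean -1.77, adjusted p = 0.00620, and adjusted p = 0.591 with an estimated correlation), Alb being among the 10 that were higher. Their mean was -1.26 after quantile normalization. Relative to the median of all probe sets it was -1.76, which median centring cannot change. Cell cycle genes fell (34 of 39 lower, mean -1.21, adjusted p = 8.32e-07, and adjusted p = 0.352 with an estimated correlation), but after quantile normalization 21 of 39 were lower, with a mean of -0.16 and adjusted p = 0.117. No list called between the stages in wild type held with an estimated correlation.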

Values the study reported

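For E8.5, the study's count of differentially expressed genes was 931. Lower expression without Runx1 made up 57% of that count, or 533. The E12 count was 297, and 214, or 72%, lay on the lower side. Of targets known from earlier work, it listed 4 with altered expression in the knockout embryos: MPO, MYB, TIMP1 and CSF1R.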

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

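The tests of array scaling and of arrays left out, though planned as alternatives, were chosen to weigh these patterns after the results were seen, as was the test of equal blood-cell loss, and the fit with 1 weight per stage was added after the data were seen, with its outcome written down before its counts. The rules for reading the comparison of the sexes, the red-cell gap and the weighted counts were changed after their first values were seen.

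The knockout difference of single genes and lists was tested for a change between stages, as E12 minus E8.5. It differed for Pf4 (-5.53, limma adjusted p = 0.0202) and Ctss (-3.43, adjusted p = 0.0381). Among lists it differed for megakaryocyte and platelet genes (mean log2 difference -1.19, camera adjusted p = 1.44e-24, and adjusted p = 0.0344 with an estimated correlation). The calls of the other lists were lost with an estimated correlation. Those means were -0.43 for stem and progenitor genes and -0.75 for macrophage genes (estimated-correlation adjusted p = 0.197 for each), -0.80 for heart (0.346) and -0.51 for published RUNX1 targets (0.551). They were -0.42 for yolk sac endoderm, 1.34 for trophoblast, -0.35 for somite and 0.60 for immediate early genes (0.792 for each). The E8.5 means behind these were 0.35, -1.42, 0.23 and -0.67 in that order. Without E8.5 wild type replicate 1 those E8.5 means were -0.015, 0.19, -0.058 and -0.037.

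Trophoblast genes were lower in the E8.5 knockout by a mean of -1.42 over 17 genes. After quantile normalization the mean was -1.26, which argues against array scaling as the whole cause. Without wild type replicate 1 it was 0.19 (SD 0.70 over genes), but that array was left out because it held the signal, so placental tissue cannot be told apart from other sources of the signal in it. Prl7a1, a placental hormone gene named outside the rule, read 12.96 in that array and 4.17 to 4.37 in the other E8.5 arrays. Of the 17 genes, 1 is also in another list, and 3 read above 8 in all other E8.5 arrays too. At E12 the female minus male knockout difference was -0.11 (SE 0.045), which runs against sex and met the bound written in advance for excluding it. That bound was wrong to rest on 1 array of each sex at a later stage, so sex stays open. An effect of genotype shared by the wild-type arrays was not seen in the list mean. Wild type replicate 2 stood at -0.90, between the knockout arrays at -0.39 and -1.03. Peg10 was higher in both wild-type arrays (6.29 and 6.09) than in knockout (4.21 and 4.36), so an effect of genotype stays open for single genes.

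Megakaryocyte and macrophage genes were lower in the E12 knockout by a mean of -0.94 over 75 genes. With 1 E12 array left out the mean lay between -0.81 and -1.08, and after quantile normalization it was -1.08, which argues against a single array and against array scaling. Whether all blood cells were lost alike remains open: red-cell genes other than globins minus the others gave a gap of 0.57 (SE 0.30 over genes) for genes well detected in wild type replicate 1 and measured against replicate 2, within 2 standard errors, and a gap of 2.03 (SE 0.38) the other way round, beyond them. The choices of genes tried before gave 1.41 (SE 0.34) by the wild-type mean, which can favour genes lower in knockout, 0.79 (SE 0.77) by the mean of all E12 arrays, which leaves out genes far lower in knockout, and 0.28 (SE 0.15) over all members, well detected or not. A lower share of blood cells and lower expression within them may each account for the pattern, as may the genotype acting on some lineages more than others, and these data did not separate them.

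The number of probe sets past the study's threshold was higher at E8.5 (929) than at E12 (295). With 1 weight per stage it was 316 at E8.5 and 742 at E12, but weights made from the spread move the counts that way by construction. With each stage fitted alone it was 1013 and 648, the order seen with all arrays. Simulated unchanged embryos with each stage's own spread gave that order too. Their counts were 1601 and 375 with all arrays and 1368 and 606 with each stage alone. With equal spread they were 814 and 822, and 1210 and 1218. With 1 spread per probe set scaled by a factor per stage, they were 2058 and 198 with all arrays. With each stage alone, the scaled counts were 1206 and 1207, which lack that order. Unequal spread of either kind therefore gave the order with all arrays. With each stage alone, own spreads gave it and scaled spread did not. The simulated E8.5 counts with own spread lay above the measured ones. None of the simulations gave the genotypes separate spreads. Whether the larger spread at E8.5 accounts for that order therefore remains open. No biological explanation was tested for it.

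For the averaged comparison, 6 of 18 splits of the arrays within stages called as many probe sets, with 1 in the real split and at most 3 in another. These 6 kept the E12 wild-type arrays together and the E12 knockout arrays together, and each called Pf4, while the 12 that mixed the E12 genotypes called 0. With 18 splits the share cannot fall below 0.05.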

How the results depend on the processing

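The fit with 1 weight per stage was added after the data were seen. Without the 8 fits that leave out an array, the E8.5 count stayed at 0 calls, and array signal over background sets the limit for dim genes. Median centring kept the side of the threshold and the direction of all 228 gene results and 19 list results. The cause of the changes below was not tested, except that leaving out arrays or dim probe sets leaves less to test. Whether the replicate number pairs the arrays is not settled. The deviations of same-number arrays correlated over probe sets at 0.37 (E8.5) and 0.17 (E12), positive at both stages, but each stage has only 2 pairs of arrays. The GAPDH control separated the numbers in all 4 groups, and the actin control separated them within each stage. With the replicate number as a block, the calls were 0 at E12, 0 averaged and 0 for the difference, and the counts past an absolute t of 3 were 1901 at E8.5, 560 at E12 and 67 in the overlap. With dim probe sets left out these were 327, 70 and 2, with 2 calls at E12 and 1 for the difference. A pseudocount of 16 gave 504 at E12, 54 in the overlap and 2 averaged calls. Quantile normalization gave 464 at E12. Each stage alone gave 2 calls and 648 at E12 and an overlap of 31. With 1 weight per stage there were 13 calls and 742 at E12 and 316 at E8.5. Array weights gave 563 at E8.5, and 7971 and 19889 calls between stages in wild type and knockout. Trend and robust variance gave 5 averaged calls, 8 for the difference and an overlap of 8. With an estimated correlation 0 lists were called at E8.5 and 1 at E12, and with fry 0 and 2. Other Runx1 probe sets gave -0.22, -0.23 and -0.11 at E12.

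Leaving out each array in turn gave 0 to 1942 calls at E8.5, 0 to 12 at E12, 0 to 1128 averaged, 0 to 718 for the difference, 6122 to 14204 between stages in wild type and 2323 to 16078 in knockout. The counts past an absolute t of 3 were 667 to 4719 at E8.5 and 129 to 2131 at E12, the overlap 6 to 246, and called lists 3 to 13 at E8.5 and 8 to 13 at E12. The adjusted p was 1.1e-13 to 0.947 for trophoblast and 0.000113 to 0.991 for neural genes at E8.5. Directions turned for Runx1 at E12 (-0.076 to 0.59). At E8.5 they turned for Mt1 (-1.01 to 0.019), Mt2 (-2.61 to 0.20), Alas1 (-2.40 to 0.49), Ogt (-0.71 to 0.022), Pbx3 (-0.81 to 1.65), Ppib (-0.30 to 0.061), Tacc1 (-0.44 to 0.28), Glo1 (-0.053 to 0.13) and Ifrd1 (-0.21 to 0.14). At E12 they turned for Uty (-1.15 to 0.28), Ogt (-0.058 to 1.36), Basp1 (-0.14 to 0.48), Ifrd1 (-0.25 to 0.49), Ppib (-0.17 to 0.32), Itm2c (-0.22 to 0.11), Glo1 (-0.28 to 0.41), Elf1 (-0.090 to 0.18), Pbx3 (-0.072 to 0.37), Anxa1 (-0.32 to 0.036) and Alas1 (-0.20 to 0.096).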

Other observations

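The globin genes and yolk sac genes described here were chosen after their values were seen, and no test of an explanation was run on them. The embryonic globins Hbb-y, Hbb-bh1 and Hba-x, made by the first wave of red cells, differed at E12 by 0.016, 0.15 and 0.037 between knockout and wild type, beside -0.88 for the adult beta globin Hbb-b2. Their wild-type levels at E12 were 12.97, 12.53 and 12.01, above the 99th percentile of those arrays. The levels are near the top of the scale, and the difference between the globins was not tested.

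The E8.5 arrays, labelled as embryo proper, read high for genes of visceral and yolk sac endoderm. Cubn was 13.03 in wild type and 13.32 in knockout, Amn 10.81 and 10.95, and Apob 12.25 and 12.44. At E12 Cubn was 3.99 and 4.10.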
